# Differential Gene Expression Profiles and Selected Cytokine Protein Analysis of Mediastinal Lymph Nodes of Horses with Chronic Recurrent Airway Obstruction (RAO) Support an Interleukin-17 Immune Response

**DOI:** 10.1371/journal.pone.0142622

**Published:** 2015-11-12

**Authors:** Alexandra Korn, Donald Miller, Lynn Dong, Elizabeth Louise Buckles, Bettina Wagner, Dorothy Marie Ainsworth

## Abstract

Recurrent airway obstruction (RAO) is a pulmonary inflammatory condition that afflicts certain mature horses exposed to organic dust particulates in hay. Its clinical and pathological features, manifested by reversible bronchoconstriction, excessive mucus production and airway neutrophilia, resemble the pulmonary alterations that occur in agricultural workers with occupational asthma. The immunological basis of RAO remains uncertain although its chronicity, its localization to a mucosal surface and its domination by a neutrophilic, non-septic inflammatory response, suggest involvement of Interleukin-17 (IL-17). We examined global gene expression profiles in mediastinal (pulmonary-draining) lymph nodes isolated from RAO-affected and control horses. Differential expression of > 200 genes, coupled with network analysis, supports an IL-17 response centered about NF-κB. Immunohistochemical analysis of mediastinal lymph node sections demonstrated increased IL-17 staining intensity in diseased horses. This result, along with the finding of increased IL-17 concentrations in lymph node homogenates from RAO-affected horses (P = 0.1) and a down-regulation of IL-4 gene and protein expression, provides additional evidence of the involvement of IL-17 in the chronic stages of RAO. Additional investigations are needed to ascertain the cellular source of IL-17 in this equine model of occupational asthma. Understanding the immunopathogenesis of this disorder likely will enhance the development of therapeutic interventions beneficial to human and animal pulmonary health.

## Introduction

Certain mature horses, when exposed to hay particulates and stable dust, spontaneously develop a pulmonary disorder called recurrent airway obstruction (RAO). This disease, characterized by reversible airflow obstruction, bronchial hyper-responsiveness, excessive mucus production and airway neutrophilia [1] shares many of the clinical and pathological features of occupational asthma in humans [2]. This similarity, coupled with the finding that horses have more similar life spans and lung anatomy to humans than do mice, makes the equine species an attractive animal model for investigations of human asthma [3].

Like asthma, RAO may be driven by an excessive innate immune response as well as by specific T-helper lymphocyte-mediated reactions [4]. No consensus has yet been reached as to the immunological basis of RAO as some studies support a Th-2 basis [5] while others fail to support a polarized immune response [6,7]. Interestingly, cytokine profiles of bronchoalveolar lavage fluid (BALF) cells obtained from horses with chronic RAO exhibit increased gene expression of IL-17 [8,9,10]. However, the primary cellular source of equine IL-17A mRNA (granulocytes, NK cells, CD4^+^, CD8^+^, innate lymphoid cells) remains to be ascertained [11]. Until recently, most of the investigations into the immunopathogenesis of RAO have evaluated the expression of a limited number of genes in cells of the peripheral blood, BALF or airway biopsies using kinetic PCR. Yet, in studies of multi-factorial diseases like asthma, high throughput gene expression technologies such as microarrays offer the advantage of identifying whole families of differentially expressed genes and related pathways. As a result, hypotheses regarding the genes responsible for certain disease phenotypes can more easily be generated and tested [12].

Because immunological responses in the lung are reflected in the molecular events in the immune cells of the draining lymph nodes [13,14], we examined the global gene expression of cells in the draining (mediastinal) lymph nodes obtained from horses chronically-affected with RAO and non-affected control horses. We hypothesized that the gene expression profiles, immunohistochemical staining of the lymph node tissue, and analysis of lymph node homogenates would support an IL-17 dominated immune response in horses with chronic, active RAO. We provide data in strong support of this hypothesis.

## Materials and Methods

### Experimental design

#### Animals

Fourteen adult horses, 5 mares and 9 geldings (450–575 kg) were studied. Seven principal horses (mean ± SD, 18.7 ± 3.5 years of age) had a history of developing RAO when stabled and exposed to dusty hay (natural challenge environment, NCE). Seven control horses (13.9 ± 4.0 years of age), free of respiratory diseases for the past 8 years, had a history of remaining healthy when exposed to the NCE. The criteria used to define RAO were the development of an accentuated breathing effort; a maximum pleural pressure change from peak inspiration to peak expiration (ΔPpl_max_) ≥15 cm H_2_O; and pulmonary neutrophilia characterized by ≥ 25% of the total nucleated cells in the bronchoalveolar lavage fluid consisting of non-degenerative neutrophils [15].

#### Study protocol

Prior to the start of the experimental study, all horses had been maintained on pasture for two months and were clinically healthy. Horses were then stabled for 14 days in a NCE (bedded on wood shavings, fed dusty hay and water ad libitum). On day 15, pulmonary function tests were performed in unsedated horses [9] and entailed measurement of ΔPpl_max_ (average of 15 breaths). Then each horse was sedated, a 2 m Olympus CV 100 bronchoscope (Olympus) was passed nasally into the trachea and 20 mL of a 2% local anesthetic were instilled [9]. Once the airway mucosa was anesthetized, the bronchoscope was advanced and wedged into a distal airway and a bronchoalveolar lavage was performed [9]. BALF samples were maintained on ice until cytological analysis was conducted at the laboratory within 30 minutes of collection. While sedated, each horse was then humanely euthanized by intravenous pentobarbital. The lungs and mediastinal lymph nodes were aseptically removed through a sterile thoracotomy site, rinsed with sterile 0.9% NaCl solution and immediately transported in a sterile container on ice to the laboratory for further processing within a laminar flow hood. Ten mm^3^ samples of mediastinal lymph nodes (containing the cortex and medulla) were snap frozen in an isopentane bath in liquid N_2_ and stored at -80°C for subsequent RNA and protein analysis. Mediastinal lymph node samples that were ten mm^3^ in size and contained the cortex and medulla, were also embedded in OCT compound, snap frozen and stored at -80°C (as described above) until evaluated histologically.

#### Reagents—sample collection

Analgesia and sedation for the BALF collection were provided by intravenous injection (0.1 mg/kg) of xylazine hydrochloride (Tranquived) purchased from Vedco and by intratracheal instillation of 20 mL of 2% lidocaine obtained from Butler. The pentobarbital solution (Fatal Plus, administered at 100 mg/kg IV) was obtained from Vortech. Sterile 0.9% saline, used in the bronchoalveolar lavage and in rinsing of the isolated pulmonary tissues, was obtained from Baxter. The OCT compound for tissue embedding was purchased from VWR Scientific Products.

#### Ethics statement

The horses used in this experiment had been part of a research herd previously established by the PI to study RAO and were known to develop RAO (susceptible horses) or to remain disease free (control horses) when stabled and fed dusty hay (natural challenge environment). All 14 of the horse had been donated to the PI by their owners who understood that the RAO research trials would eventually be terminal. Between experimental trials, all horses were maintained outside on grass pasture (dry lot in winter), provided shelter, fed pelleted hay and concentrate. Fresh water was always available. In this terminal experiment, horses were maintained in a box stall and provided access to free choice dusty and dust-free grass hay, a mineralized salt block and water. Visual contact between horses in the trial was always possible; horses also could view the surrounding farm environment through windows. Health and welfare of the horses was assessed thrice daily by the barn manager with the understanding that should any horse develop respiratory distress, it would be removed from the offending environment immediately and provided veterinary medical assistance administered by the Large Animal Ambulatory Clinicians associated with Cornell University Hospital for Animals. (No horse in the experimental trial developed respiratory distress. No animal in the experimental trial required medical treatment). All experimental procedures were approved by the Institutional Animal Care and Use Committee of Cornell University (Protocol Number: 2009–0006) and were carried out in strict accordance with guidelines established by the National Institutes of Health. All efforts were made to minimize any discomfort of the animals.

### Lymph node histology, immunohistochemistry and cytokine protein quantitation in lymph node homogenates

#### Reagents—lymph node staining

The endogenous biotin-blocking kit and the streptavidin conjugated with Texas Red were purchased from Molecular Probes. Biotinylated goat anti-mouse IgG and VECTASHIELD Mounting Medium with Dapi were obtained from Vector Laboratories. Rabbit anti-CD3 was purchased from Dako. Alexa Fluor 488 goat anti-rabbit IgG was obtained from Life Technologies. Dr. Bettina Wagner (Cornell University) supplied the murine anti-equine monoclonal antibodies (supernatants from clones IL-17A76, 79–3 and 80–1). The monoclonal antibodies were made as part of the US-wide initiative, “The U.S. Veterinary Immune Reagent Network.” The specificity of the equine IL-17A antibodies had been previously tested using various equine recombinant equine cytokines by ELISA. Recombinant cytokines were IgG or IL-4 fusion proteins and included IL-4/IL17, IL-4/IFN-γ, IL-4/IL-5, IL-4/IgG1, IL-2/IgG1 and IL-10/IgG4. The anti-IL-17A antibodies detected the IL-4/IL-17 protein but none of the other IL-4 or IgG fusion proteins. In addition, the IL-17A antibodies were validated in non-stimulated and stimulated equine PBMC by intracellular staining and flow cytometric analysis as previously described [11]. Hybridoma medium to grow the antibodies was purchased from Life Technologies.

#### Staining protocol

Snap-frozen tissue sections (8 μm) of lymph nodes from 5 RAO-affected and 6 control horses were fixed in ice-cold acetone for 10 minutes before endogenous biotin and streptavidin were blocked. After washing in PBS, nonspecific binding was blocked with a mixture of 10% goat serum and 2xcasein for 30 minutes at room temperature. For IL-17 staining, sections were incubated overnight (> 16 hours at 4°C) with a mixture (1:1:1 ratio) of 3 mouse monoclonal antibodies against 3 distinct epitopes of equine IL-17. To assess antibody epitope-specific binding, serum free hybridoma medium was used as an isotype negative control. After washing in PBS, the sections were then incubated with biotinylated goat anti-mouse IgG at 1:200 in PBS for 30 minutes at room temperature followed by incubation with streptavidin conjugated with Texas Red at 1:200 in PBS for 20 minutes at room temperature. For co-labeling of sections with IL-17 and CD3, sections were incubated with the mixture of mouse monoclonal anti-IL-17 and rabbit anti-CD3 at 1:50 overnight (>16 hours at 4°C). Following completion of IL-17 labeling, the sections were further incubated with Alexa Fluor 488 conjugated goat anti-rabbit IgG (1:200 in PBS) for 30 minutes at room temperature. After washing, the stained sections were counterstained and cover-slipped with VECTASHIELD Mounting Medium with DAPI. The fluorescent labeled slides were examined and photographed using Olympus AX 70 compound microscope equipped with MicroFire camera and Picture Frame for image processing and capture (Optronics).

#### Morphologic evaluation

Analysis of hematoxylin- and eosin-stained and CD3 and IL-17 immuno-labeled sections of mediastinal lymph nodes was performed by a pathologist (ELB) who was unaware of the tissue sample source (RAO-affected versus control) of each slide. For each section, ten non-overlapping 400x fields of view were analyzed for the number of eosinophils, neutrophils, pigment-laden macrophages, CD3^+^ immunoreactive cells and for the amount of IL-17 immunofluorescence. Cases were assigned a numeric score between 1 and 4 depending on the intensity or number of specific cells staining for each category. A score of 0 was assigned if no cells were detected in the 10 high-powered fields examined; 1 if 1–3 cells were detected; 2 if 3–10 cells were detected; 3 if multiple clumps or islands of cells were detected and 4, if sheets of cells in multiple high-powered fields were detected.

#### Lymph node homogenates and immunoassays

Previously frozen lymph node samples from the 7 control and 7 RAO-affected horses were transferred to flat bottom Eppendorf vials and weighed. To each sample were added 1 stainless steel 5 mm bead (Qiagen) and 1000 μL of PBS. Each sample was homogenized (Qiagen Tissue Lyser LT) for 5 minutes at an oscillation rate of 40/sec. Samples were centrifuged (ThermoLegend Micro21R) for 3 minutes (14,000 rpm) and supernatants removed and stored on ice until subsequent analysis. A Luminex-based multiplex cytokine assay that had been previously validated [16] was used to quantitate equine IL-4, IL-10 and IL-17. Cytokine concentrations in the supernatants were normalized to 100 mg tissue samples and reported as fluorescence intensity units per mL of homogenate supernatant.

### Microarray and Real-time PCR Assays

#### Reagents—gene expression studies

Kits for isolation of total RNA were purchased from Qiagen. For linear amplification and CY-3 labeling of RNA used in microarrays, the Ambion Amino Allyl Message Amp II kit was obtained from Applied Biosystems. For the RT-PCR assays, DNase I was obtained from Invitrogen, MMLV Reverse Transcriptase was obtained from USB and SYBR Green Mastermix was obtained from Applied Biosystems.

Total RNA was isolated from tissue samples and its quantity and quality were determined using an Agilent Bioanalyzer (Agilent). The RNA integrity numbers (RINs) exceeded 9.5 in 12 samples, equaled 9.2 in one control sample and 8.5 in one RAO-affected sample.

#### Equine Microarray

A custom-designed 8 x 15 equine array developed on the Agilent platform (Agilent Technologies) was used to measure transcripts. As previously reported [17], the equine sequences used in the array were obtained from three National Center for Biotechnology Information databases. Predicted reference sequences (RefSeqs) from the first assembly of the horse whole genome sequence (http://www.broad.mit.edu/mammals/horse) were combined with all horse UNIGENE entries, resulting in 24,628 sequences. All 37,316 available equine-expressed sequence tag sequences were combined with the RefSeq and UNIGENE entries to provide a transcriptome file for the eArray pipeline. Horse-specific mRNA sequences were uploaded into the Agilent eArray custom microarray design pipeline (https://earray.chem.agilent.com/earray/) and duplicate sequences were filtered out. One probe was designed for each input sequence. Each probe received an Agilent quality score of 1 (highest) to 4 (lowest) and a cross-hybridization potential score of 0–1. A total of 14,307 probes with quality/cross-hybridization scores of 1/0, 1/1 or 2/0 were selected for the array [17]. For the array experiment, RNA was linearly amplified, Cy-3 labeled and hybridized to the array slides using standard techniques. Data files were analyzed using GeneSpring GX11 software (Agilent Technologies). Results were quantile normalized and poorly performing probes were filtered out. 

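The deposited value table held, for each of the 43603 probes, a ratio of the array's quantile-normalized value to the probe's median over the 14 arrays. Log2 of these ratios was set against the scanner intensities after quantile normalization and centring of each probe. The lowest correlation over the 14 arrays was 0.999, and the highest median absolute difference on an array was 0.00373 on the log2 scale. No probe was left out of that table, so the removal of poorly performing probes came after it.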

The P-values for fold-changes were calculated using paired t-tests and the results were exported into a spreadsheet (Microsoft Excel).

#### RT-PCR

Ten genes, differentially expressed in the microarray, were further evaluated by RT-PCR. Following removal of genomic DNA, first strand cDNA was synthesized using M-MLV Reverse Transcriptase following the manufacturer’s protocol. Real time PCR assays using SYBR Green technology (Applied Biosystems) were performed using an Applied Biosystems 7500 Fast Real Time PCR instrument with total reaction volumes of 20μl. Forward and reverse primers (S1 Table) anchored in different exons whenever feasible, were designed. A dissociation curve was performed after each experiment to confirm the amplification of a single product and the absence of contaminating genomic DNA in any of the samples. Standard curves were generated for each gene using known copy numbers of a plasmid containing a gene specific fragment.

### Microarray data mining and statistical analysis

The web-based pathway analysis tool, IPA (Ingenuity Systems Inc., www.ingenuity.com) was used to map gene expression data into relevant biological and molecular pathways. The IPA tool draws upon functional annotations and genome-wide molecular interactions extracted from the scientific literature and stored within the Ingenuity Pathways Knowledge Base (IPKB). The IPKB has been abstracted into a large Global Molecular Network composed of thousands of genes and gene products that interact with each other [18].

For network generation, the IPA tool analyzed genes from the equine microarray data set that were up- or down-regulated ≥ 2-fold (with corrected P-values ≤ 0.05) and for which gene connectivity information existed in the Global Molecular Network. Those focus genes were then sorted in order of gene connectivity relationships to “grow” networks; each network consisted of a maximum of 35 genes. P-values for each network were calculated using the Fisher’s exact test and represented the probability of finding “f” number of focus genes in a set of “n” randomly selected genes from the Global Molecular Network. For the network analysis, molecule functions with a corrected P ≤ 0.05 (maximum false discovery rate of 5%) were considered in the final analysis [18].

Differences between the two treatment groups in pulmonary function tests, in histological scores of lymph node tissue and in immunoassay results of lymph node homogenates were analyzed using the Student’s t-test with significance set a P ≤ 0.05. Commercial software was used for statistical analyses (Statistix, version 8.0, Analytical Software, Tallahassee, FL).

## Results

### Animal studies

Following NCE, all 7 RAO-susceptible horses developed airway obstruction (mean ± SD, ΔPpl_max_ = 42 ± 10 cm H_2_O, P < 0.002) and airway neutrophilia (mean ± SD, BALF neutrophil percentages = 47 ± 15, P < 0.002). Control horses failed to develop signs of RAO (Δ Ppl_max_ = 6.5 ± 3 cm H_2_O; BALF neutrophil percentages = 6 ± 3).

### Differentially expressed genes in microarray

Compared to controls, 219 genes were differentially expressed ≥ 2-fold (P < 0.05) in the mediastinal lymph nodes of RAO-affected horses: 165 genes were up-regulated, 54 genes were down-regulated (S2 Table). 

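Mediastinal lymph node RNA from 7 RAO-affected and 7 control horses was hybridized to 1-colour Agilent arrays, with 1 horse on each of 14 arrays and no technical replicates. The authors deposited each array's scanner output, which gives an intensity per spot after background subtraction by Feature Extraction, before any scaling between arrays. Spots that this software marked as uneven or as outliers (19 to 177 per array) and 1417 control spots per array were left out, and spots of the same probe were averaged, which gave 43603 probes. In the control horses, 32882 to 39871 probes per array were well above background (median 36948), and in the RAO-affected horses 32794 to 40017 (median 36529). Between 1439 and 2614 probes per array were saturated. Intensities were quantile normalized on the log2 scale, as in the paper's methods, and the 38726 probes well above background on at least 4 of the 14 arrays were tested with limma, two-sided. The methods do not define a poorly performing probe, so this filter was a choice, as was the use of the probe with the highest mean signal for a gene with several probes.
Probes carry accessions rather than gene symbols. The gene table of the horse reference assembly named 1231 probes and Table S1 a further 20, together 2.87% of all probes, so most listed genes were not analysed here. The arrays lay on 4 slides that each held both groups. Slide 1 (control horses 3 and 5 and RAO-affected horse 4) was scanned 16 days apart from the other slides. Its median background intensity was 45.5 to 46, against 55.5 to 97 on slides 2, 3 and 4. Correlations between arrays were 0.982 to 0.989 within slide 1, 0.947 to 0.988 among the other arrays, and 0.898 to 0.946 between slide 1 and the rest. Because the arrays of a slide were too few for a test within it, the main results are also given with slide as a fixed block. The number of arrays limits the precision of every value.

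**Figure D1:**
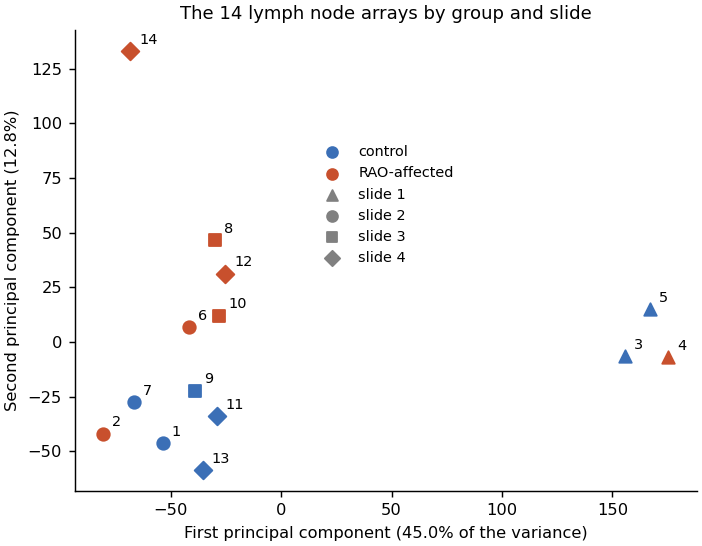
Principal components of the 14 arrays over 38037 probes with a value on every array (quantile-normalized log2 signal), coloured by group, with a marker shape per slide. The first component held 45.0% of the variance and set the 3 arrays of slide 1, from both groups, apart from the other 11; the second held 12.8%.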

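Over the 38726 probes tested, 570 differed at least 2-fold at an unadjusted p under 0.05 in limma, of which 426 (74.7%) were up-regulated and 144 down-regulated in RAO-affected horses. They belonged to 351 accessions, 248 up-regulated and 103 down-regulated. Without the 2-fold limit, 2177 probes had an unadjusted p under 0.05. After Benjamini-Hochberg adjustment no probe passed in limma (0 of 38726, smallest adjusted p = 0.874), and the methods' t-test, run unpaired, gave 490 probes at the unadjusted threshold and 0 after adjustment. The methods name a paired test, and the paper's text does not say which horses formed a pair. Over 100 random pairings of RAO-affected with control horses, the methods' t-test called a median of 382.5 probes (312 to 489), and at most 1 after adjustment. Blocking by slide gave 544 probes, of which 411 were among the 570. Leaving out RAO-affected horse 4 raised the count to 1120 probes, 703 up-regulated and 417 down-regulated. Slide 1 then held only control horses, so without a block its shift entered the difference between the groups. With slide as a fixed block, the count without this horse was 1145, 888 up-regulated and 257 down-regulated. Normexp background correction lowered the count from 570 to 262, 230 up-regulated and 32 down-regulated. In simulated arrays of the same size and spread, with 200 of 38037 probes changed, limma recovered 26.5% of 2-fold, 80.5% of 4-fold and 91% of 8-fold changes after adjustment, with 3 or 4 false calls. At the unadjusted threshold it recovered 49.5%, 96% and 99.5% of them, with 369 to 429 false calls. Regrouping the real arrays gave quite different counts at that threshold (median 167, 39 to 2661, over 100 splits, the real one included). Neither the false calls nor the recovery of the simulation can therefore be carried over to the 570 probes.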

Biological processes and/or molecular functions were assigned to 189 of the 219 genes. 

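DEFB4A, located through its Table S1 accession, had a log2 signal of 14.21 ± 1.39 (SD, n = 7) in RAO-affected horses and 10.90 ± 1.31 (SD, n = 7) in control horses. The difference was at least 3.31 on the log2 scale (SE 0.68, 9.95-fold), since the probe was saturated on 1 RAO-affected array. The two-sided exact permutation p was 0.00175, and 5 of 7 RAO-affected horses lay above every control horse. All 5 DEFB4A probes were up-regulated, 9.53- to 10.2-fold, and the 1 probe saturated on no array 10.1-fold. The related DEFB4B rose at least 7.27- and 8.21-fold in its 2 probes, which were saturated in 3 and 2 RAO-affected horses and in no control horse. Cross-hybridization between the 2 genes was not tested, so the increase is not assigned to either gene alone. CD163 measured 12.39 ± 1.03 (SD, n = 7) against 9.78 ± 0.80 (SD, n = 7), a 6.10-fold increase (log2 2.61, SE 0.47). Every RAO-affected horse lay above every control horse for CD163 (two-sided exact permutation test, p = 0.000583, the smallest that 7 against 7 allow). A second CD163 probe rose 7.61-fold.
The array's serum amyloid A probe, listed as SAA and not assigned here to SAA1 or SAA2, measured 9.95 ± 1.25 (SD) in RAO-affected and 7.10 ± 1.52 (SD) in control horses, 7.22-fold higher (exact permutation p = 0.00583). It was not well above background in 1 control horse, and control horse 5, at 10.36, lay apart from the other 6 (5.88 to 7.42). PRG4 rose 6.04-fold (log2 2.59, SE 0.96, exact permutation p = 0.0303), with 5.87- to 7.85-fold over its 5 probes. Only 4 of 7 control horses had PRG4 signal well above background, so its fold-change rests partly on values near the detection limit. TNFAIP6 measured 9.20 ± 2.16 (SD) against 6.72 ± 0.81 (SD), a 5.60-fold increase (exact permutation p = 0.00641) with 6 of 7 RAO-affected horses above all control horses. For IL8, whose signals were 11.55 ± 1.85 and 9.41 ± 1.19 (SD), the increase was 4.41-fold (log2 2.14, SE 0.78, exact permutation p = 0.0192).
The log2 differences with slide as a fixed block were 3.32 for DEFB4A, 2.68 for CD163, 2.93 for SAA, 2.20 for PRG4, 2.24 for TNFAIP6 and 1.73 for IL8. Normexp background correction moved PRG4 furthest, to 1.45. After adjustment over all probes tested, limma gave an adjusted p of 0.874 for each of these 6 genes. IL22, CXCL17, EFCAB10, GSTA1 and SNTN were not analysed here.

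**Figure D2:**
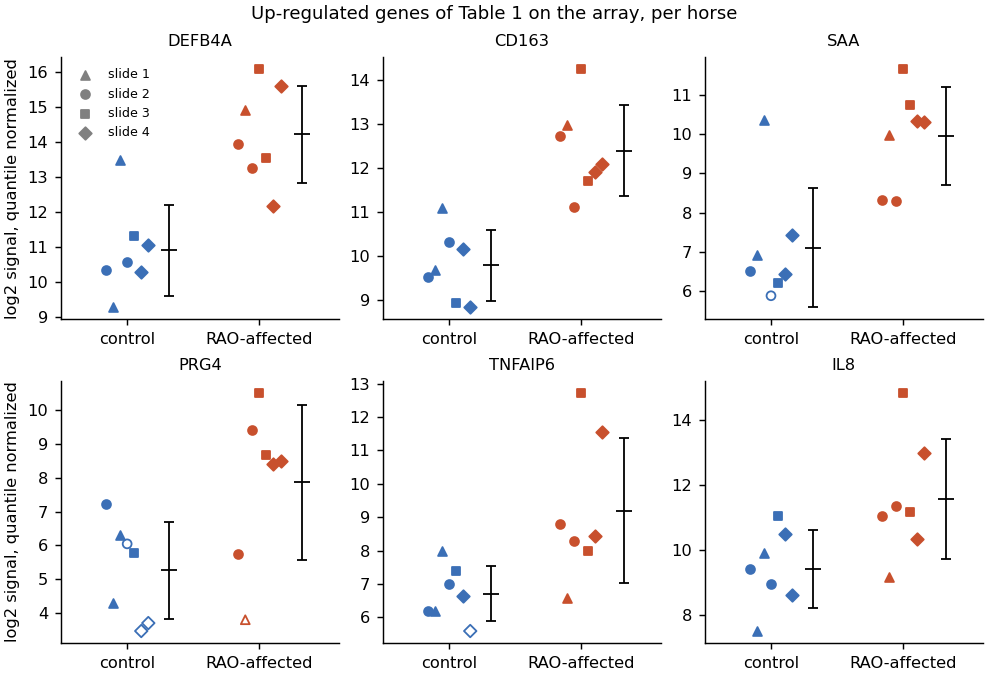
Quantile-normalized log2 signal of up-regulated genes in each control and RAO-affected horse (7 per group), with black marks for the mean ± SD and a marker shape per slide; hollow markers were not well above background on that array. The RAO-affected horses lie above all control horses for CD163, and the groups overlap for the other genes.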

Listed in Table 1 are the 15 top up-regulated genes, nine of which are associated with inflammatory, acute phase and/or chemotactic responses (DEFB4A, CD163, SAA1, SAA2, PRG4, TNFAIP6, IL8, IL22 and CXCL17). 

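MMP1 (collagenase) measured 11.28 ± 2.43 (SD, n = 7) on the log2 scale in RAO-affected horses and 8.61 ± 1.71 (SD, n = 7) in control horses. This was an increase of at least 6.39-fold (log2 2.68, SE 1.05, two-sided exact permutation p = 0.0256), since the probe was saturated on 1 RAO-affected array. The brightest unsaturated probe rose 6.18-fold. All 8 MMP1 probes were up-regulated, 3.66- to 6.39-fold, and 4 of the 8 passed 2-fold and an unadjusted p under 0.05 in limma. RAO-affected horse 8, at 16.11, was far above the other 6, which lay between 8.73 and 11.82. Leaving out 1 horse at a time gave log2 differences of 1.87 to 3.10, and without control horse 13 the gene was no longer past the unadjusted threshold. The blocked difference was 2.40, also not past it.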

The remaining up-regulated genes are involved in signal transduction including G-protein coupled receptor signaling (EFCAB10 and DEFB4A), ciliary function (EFCAB10, SNTN), oxido-reductive processes (GSTA1) and tissue remodeling (MMP1). 

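Of the down-regulated molecules of Table 2, KIR3DL, CALCB, TP53I11, CYP2C92 and IL4 were located on the array. KIR3DL measured 8.45 ± 0.86 (SD, n = 7) on the log2 scale in RAO-affected and 9.33 ± 0.57 (SD, n = 7) in control horses, a difference of -0.88 (two-sided exact permutation p = 0.046). Its other probes gave -1.48 and -1.76, with signal well above background in 5 and 4 of the 7 RAO-affected horses. Blocked by slide, the KIR3DL difference was -0.76 and no longer past the unadjusted threshold in limma. CALCB, at 5.80 ± 0.44 (SD) in RAO-affected horses, differed by -1.80 from control horses (SE 0.49, exact permutation p = 0.00816), and all 7 RAO-affected horses lay below the control mean. Its signal was well above background in 5 of 7 RAO-affected horses. CYP2C92 measured 10.58 ± 0.74 (SD) against 12.07 ± 1.24 (SD), a difference of -1.50 (exact permutation p = 0.0233), while its other probe gave -0.76. The blocked differences were -1.97 for CALCB and -1.57 for CYP2C92. The 5 TP53I11 probes gave different directions. The one with the highest mean signal measured 6.11 ± 1.11 (SD) in RAO-affected and 6.01 ± 1.08 (SD) in control horses, a difference of 0.10 (exact permutation p = 0.864), and was well above background in 3 horses of each group. The others gave 0.03, -0.48, -0.75 and -1.71, the last of which passed the unadjusted threshold in limma and was well above background in 1 RAO-affected horse. Blocking by slide gave 0.41 for TP53I11. In limma every one of these 4 genes had an adjusted p of at least 0.874. VPREB1, PRG2, PRG3, RGS13 and CDK20 were not analysed here.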

Of the top 15 down-regulated genes (Table 2), 5 are involved in immune responses (VPREB1, PRG3, PRG2, KIR3DL, IL4), 3 in oxidative stress responses (TP53i11, CYP2C92, RGS13), 2 with cellular calcium ion homeostasis (CALCB, CSRP3), 2 with cell cycle/division and proliferation (CDK20, TP53i11) and 1 with apoptosis and endothelin maturation (ECE1). Of special note was the finding that IL22 expression was up-regulated 5-fold and that IL4 expression was down-regulated 3-fold in the lymph nodes of diseased horses compared to controls.

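IL4 was represented by 17 probes of the same transcript. The probe with the highest mean signal measured 5.89 ± 0.48 (SD, n = 7) on the log2 scale in RAO-affected horses and 6.87 ± 0.91 (SD, n = 7) in control horses. The difference was -0.98 (SE 0.37, two-sided exact permutation p = 0.0297), and all 7 RAO-affected horses lay below the control mean. It was well above background in every control horse and in 5 of 7 RAO-affected horses. All 17 probes were lower in RAO-affected horses, by log2 differences from -0.59 to -1.76, and 13 of them passed 2-fold and an unadjusted p under 0.05 in limma. Each of the other probes was well above background in 3 or fewer RAO-affected horses, so these differences lie close to the detection limit of the arrays. Of the alternatives, normexp background correction moved the IL4 difference most, to -0.50. IL22 was not analysed here.

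**Figure D3:**
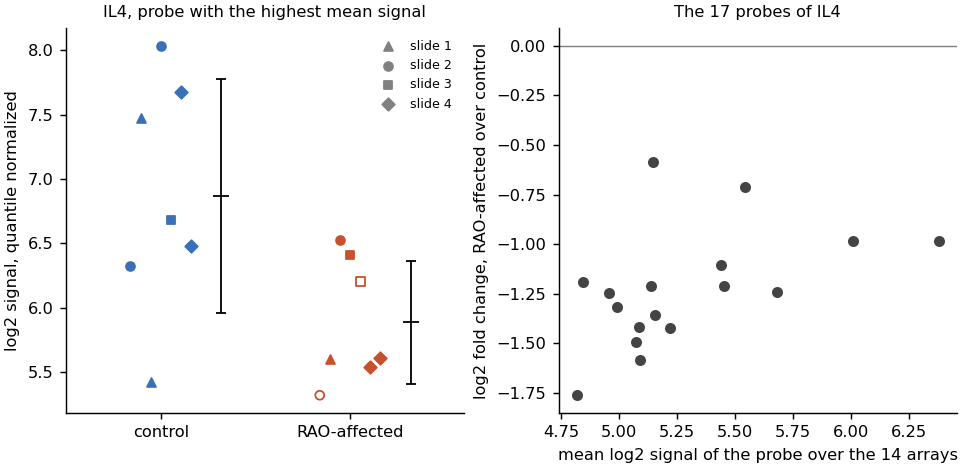
Left, quantile-normalized log2 signal of IL4 in each horse (probe with the highest mean signal), with black marks for the mean ± SD of 7 horses, a marker shape per slide and hollow markers for arrays where it was not well above background. Right, log2 fold change of the 17 IL4 probes against their mean log2 signal; every probe lies below 0.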

**Table 1:** Top 15 up-regulated molecules in mediastinal lymph nodes from RAO-affected horses.

Accession No.	Gene		Fold-change	Biological or Molecular Processes
NR_027068	EFCAB10	EF-hand calcium binding domain 10	10.8↑	Signal transduction; regulation of phosphorylation
NM_004942	DEFB4A	Beta defensin 3	10.5 ↑	Immune response; chemotaxis; G-protein coupled receptor signaling
NM_145750	GSTA1	Glutathione s-transferase alpha 1	8.5 ↑	Glutathione metabolic process; oxido-reduction pathways
NM_004244	CD163	Hemoglobin/Haptoglobin scavenge receptor	7.5 ↑	Inflammatory and acute phase responses
NM_199161	SAA1	Serum amyloid A1	7.4 ↑	Inflammatory (negative regulation) and acute phase responses
NM_001080537	SNTN	Sentan, cilia apical structure protein	6.8 ↑	Ciliary function, respiratory epithelium
NM_005807	PRG4	Proteoglycan 4	6.4 ↑	Immune response; cell proliferation
NM_002421	MMP1	Matrix metallopeptidases 1 (collagenase)	6.2 ↑	Proteolysis; collagen catabolic process
NM_007115	TNFAIP6	Tumor necrosis factor α-induced protein 6	5.4 ↑	Inflammatory response; signal transduction
NM_003018	SFTPC	Surfactant protein C	5.2 ↑	Pulmonary gas exchange
NM_000584	IL8	Interleukin-8	5.1 ↑	Inflammatory and immune responses; chemotaxis
NM_017697	ESRP1	Epithelial splicing regulatory protein 1	5.1 ↑	mRNA processing
NM_020525	IL22	Interleukin-22	5.0 ↑	Inflammatory and acute phase responses
NM_030754	SAA2	Serum amyloid A2	4.8 ↑	Chemotaxis; acute phase response
NM_198477	CXCL17	Chemokine (C-X-C motif) ligand 17	4.8 ↑	Immune response; chemotaxis

**Table 2:** Top 15 down-regulated molecules in mediastinal lymph nodes from RAO-affected horses.

Accession No.	Gene		Fold-change	Biological or Molecular Processes
NM_007128	VPREB1	Pre-B lymphocyte 1	12.1↓	Immune response (Ig gene rearrangements B cell)
NM_178432	CDK20	Cyclin dependent kinase 20	4.0 ↓	Cell cycle, division; phosphorylation
NM_001080434	LMTK3	Lemur tyrosine kinase 3	4.0 ↓	Negative regulation of phosphatase activity
NM_006093	PRG3	Proteoglycan 3	3.8 ↓	Immune response; regulation of IL-8, histamine, leukotriene biosynthesis
NM_002728	PRG2	Proteoglycan 2	3.8 ↓	Immune response; defense response to bacteria
NM_013289	KIR3DL	Killer cell immunoglobulin-like receptor	3.4 ↓	Immune response
NM_000728	CALCB	Calcitonin-related polypeptide beta	3.3 ↓	Signal transduction; cellular calcium homeostasis
NM_001082519	IL4	Interleukin-4	3.1 ↓	Immune response
NM_006034	TP53i11	Tumor protein p53 inducible protein 11	3.1 ↓	Negative regulation of cell proliferation; response to stress
NM_021813	BACH2	Basic leucine zipper transcription factor 2	3.0 ↓	Regulation of transcription
NM_001397	ECE1	Endothelin converting enzyme 1	3.0 ↓	Apoptosis; endothelin maturation
NM_000772	CYP2C92	Cytochrome P_450_ family 2 subfamily C polypeptide 9	2.9 ↓	Cellular amide metabolism; oxidation-reduction process
NM_031476	CSRP3	Cysteine and glycine-rich protein 3	2.8 ↓	Cell differentiation; calcium ion homeostasis; blood vessel remodeling
NM_006121	RGS13	Regulator of G-protein signaling 13	2.7 ↓	Complement activation; response to oxidative stress
NM_020914↓	RNF213	Ring finger protein 213	2.7 ↓	Protein ubiquitination

#### Validation of microarray by RT-PCR assays

The fold-change in expression of ten genes assayed by real time PCR and microarray were compared (S3 Table). 

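All 10 genes of Table S3 were located on the array. The array differences were positive for DEFB4A, CD163, PRG4, IL8, CXCL1, CXCL6, RELA, IL17A and TP53I11 and negative for CALCB. CXCL6 measured 10.79 ± 0.76 (SD, n = 7) on the log2 scale in RAO-affected horses and 9.47 ± 0.91 (SD, n = 7) in control horses. It was 2.49-fold up-regulated (two-sided exact permutation p = 0.0163), and with slide as a fixed block its log2 difference was 1.25. CXCL1 measured 13.43 ± 1.45 (SD) against 12.21 ± 0.43 (SD) and was 2.32-fold up-regulated (exact permutation p = 0.0414). The CXCL1 difference of 1.21 fell to 1.04 with slide as a fixed block and was then no longer past the unadjusted threshold in limma. Leaving out each horse in turn, CXCL1 passed that threshold in 6 of 14 fits and CXCL6 in 14 of 14. The differences of IL17A, RELA and TP53I11 were smaller than the SD of either group and changed sign when 1 horse was left out, so their signs carry little information.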

The direction of change in gene expression data obtained with the RT-PCR data was consistent with that obtained in the microarray assays.

#### Network and canonical pathways

In analyzing the data *in toto*, inflammation was the top disease process identified with significant expression of 61 molecules (P-values ranged from 3.5x10^-12^ to 4.7 x 10^−3^). In considering the top molecular and cellular functions represented, 49 of the molecules in the microarray expression data were associated with cell-to-cell signaling and interactions and/or immune cell trafficking (P-values ranged from 1.9 x 10^−9^ to 4.9 x10^-3^).

The network shown in Fig 1 depicts the relationship between 19 of the highly expressed (focus) molecules from the microarray data set and their interactions with 6 other molecules derived from the Global Molecular Network of IPKB. At the center of the network is the NF-κB complex. Molecules shown in red are up-regulated; those in green are down-regulated with the color intensity reflecting the magnitude of change in gene expression. 

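Of the network's focus molecules, 7 were located on the array, including DEFB4A, CXCL1, CXCL6 and TNFAIP6, which were up-regulated. RBP4 measured 7.42 ± 1.12 (SD, n = 7) in RAO-affected and 6.68 ± 0.31 (SD, n = 7) in control horses on the log2 scale, a difference of 0.73 (two-sided exact permutation p = 0.101). Its 4 probes were all up-regulated, 1.60- to 2.21-fold, and 1 of them passed 2-fold and an unadjusted p under 0.05. IL12B, the subunit that IL-23 shares with IL-12, measured 5.66 ± 1.60 (SD) in RAO-affected and 7.10 ± 0.77 (SD) in control horses. The IL12B difference of -1.44 had an exact permutation p of 0.0513, and its signal was well above background in 4 of 7 RAO-affected horses. In limma the unadjusted p for IL12B was 0.0389, and 0.0506 with slide as a fixed block. It was under 0.05 in 7 of the 14 fits that left out 1 horse. In the fit blocked by slide the differences were 0.60 for RBP4 and -1.11 for IL12B. IL23A, the subunit specific to IL-23, differed by -0.28 (exact permutation p = 0.341) and by -0.26 with the block.
The paper's criterion for focus molecules was a corrected p, which limma gave for no probe after adjustment over all probes tested (0 calls, against 570 at the unadjusted threshold). Of the 89 genes that the paper names, 28 were located. Adjusted over the list alone, 5 of these 28 passed 2-fold and an adjusted p of at most 0.05, namely CD163, DEFB4A, CALCB, CXCL6 and TNFAIP6. CXCL6 and TNFAIP6 passed narrowly, each with a list-adjusted p of 0.0499 in limma. With slide as a fixed block their unadjusted p rose from 0.00787 to 0.0121 and from 0.00892 to 0.0261. The study chose most of that list on these samples, so the count of 5 is not independent evidence. At an unadjusted p under 0.05, 14 of the 28 passed, 12 of them with at least 2-fold. From the pattern of differential gene expression, the paper proposes an inflammatory disorder centered about NF-κB.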

For genes shown in white, microarray expression data were lacking either because of inadequate probe design (c/ebp) or because the magnitude of gene expression failed to meet network inclusion criteria (≥ 2-fold change or corrected P-value ≤ 0.05). This occurred with Catenin alpha 1 (CTNNA1; 1.5-fold ↑; P = 0.003); Interleukin-1 receptor 2 (IL1R2; 2.4-fold ↑; P = 0.06); Interleukin-1 receptor 1(IL1R1; 1.2-fold ↓; P = 0.53); Nuclear factor 1 (1.6-fold ↑; P = 0.072); Interleukin-17 receptor A (IL17RA; 1.1-fold ↓; P = 0.96); Interleukin-8 receptor (IL8R; 1.1-fold ↓; P = 0.27); Signal transducer and activator of transcription (STAT3; 1.5-fold ↑; P = 0.48); Nuclear receptor 1h (Nr1h; 1.3-fold ↓; P = 0.62); v-rel reticuloendotheliosis viral oncogene homolog (RELA, p65; 1.4-fold ↑; P = 0.09) and elastase (Metallomatrix protease 12, 1.5-fold ↑; P = 0.42).

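IL1R2 measured 13.11 ± 1.58 (SD, n = 7) on the log2 scale in RAO-affected horses and 11.77 ± 0.69 (SD, n = 7) in control horses, a 2.53-fold increase (log2 1.34, SE 0.61). A two-sided exact permutation test gave p = 0.0542. In limma its unadjusted p was under 0.05 with all 14 horses, but only in 4 of the 14 fits that left out 1 horse, and not with slide as a fixed block (log2 1.00). IL1R1 measured 7.75 ± 0.72 (SD) against 8.04 ± 0.91 (SD), 1.23-fold lower (exact permutation p = 0.517), and its difference of -0.30 fell to -0.06 with slide as a fixed block. All 3 arrays of slide 1, from both groups, lay at 9.13 to 9.41 for IL1R1, above the other 11 (7.16 to 8.24). RELA measured 8.43 ± 0.72 (SD) against 8.30 ± 0.34 (SD), 1.10-fold higher (exact permutation p = 0.67), with a log2 difference of 0.17 in the blocked fit. CTNNA1, IL17RA, IL8R and STAT3 were not analysed here.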

**Fig 1:**
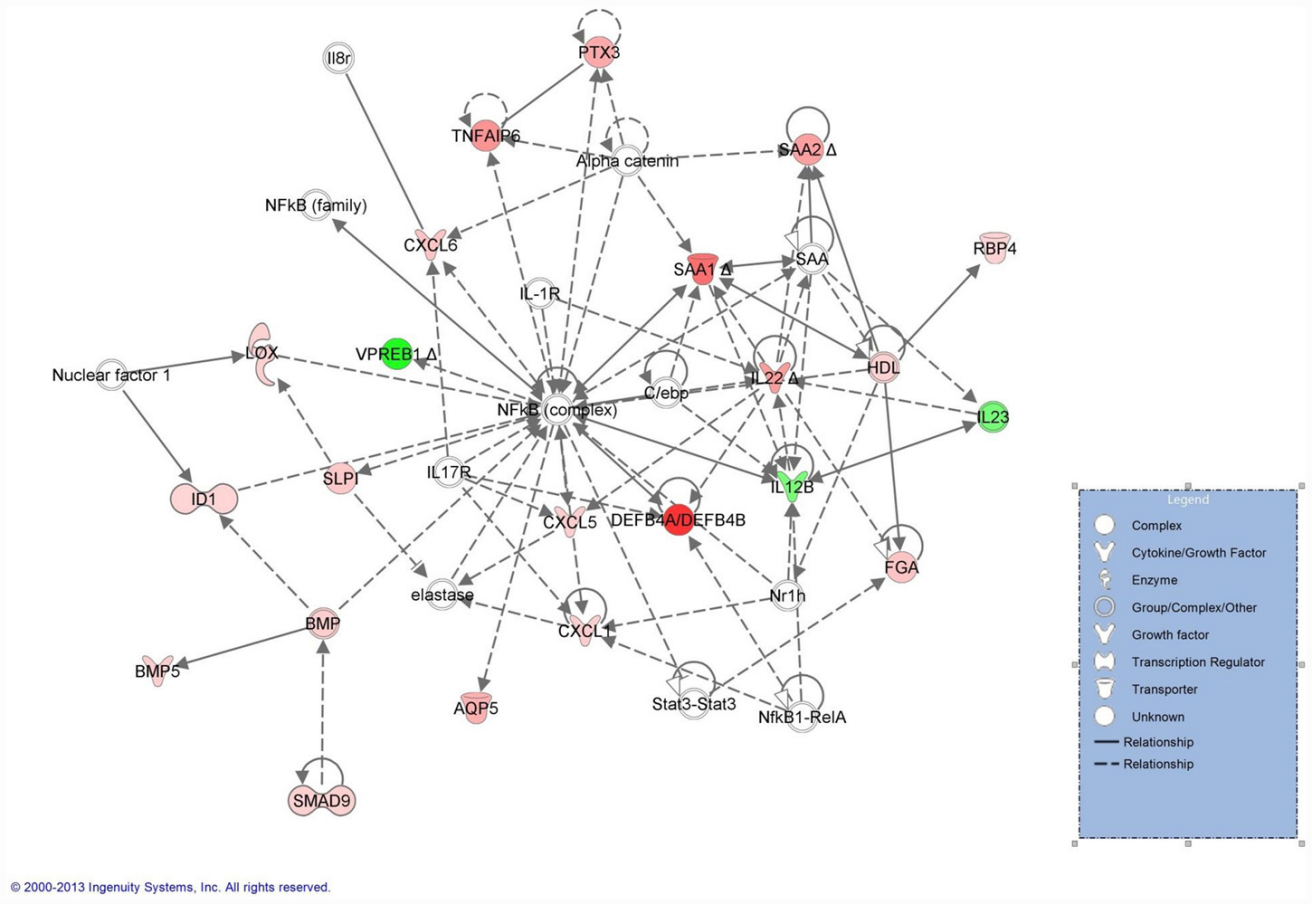
Global gene expression profile in mediastinal lymph nodes from RAO-affected horses supports an inflammatory network focused on NF-κB. The relationship between 19 of the highly expressed (focus molecules) from the microarray data set and other molecules, as derived from the Ingenuity Pathways Knowledge Base, is shown. Up-regulated genes are shown in red and down-regulated genes are in green. For molecules depicted in white, expression data were either not measured or were not significantly changed in the equine microarray data. (The networks were generated through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA QIAGEN Redwood City, www.qiagen.com/ingenuity).

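IL17A was measured by 1 probe, located through its Table S1 accession. Its log2 signal was 5.37 ± 1.12 (SD, n = 7) in RAO-affected horses and 5.36 ± 0.74 (SD, n = 7) in control horses, a difference of 0.01 (SE 0.48, two-sided exact permutation p = 0.99). The difference with slide as a fixed block was 0.03. Leaving out each horse in turn gave values from -0.34 to 0.25, on both sides of 0. The probe was well above background in 3 of 7 RAO-affected and 4 of 7 control horses, so a difference in IL17A transcripts was not detectable at this signal.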

The relationship of the network to canonical pathways was evaluated and demonstrated a significant association (P = 1.7 x 10^−7^) with the IL-17 signaling pathway (Fig 2) although neither real time PCR analysis nor microarray assay demonstrated a significant up-regulation of IL-17 in mediastinal lymph node samples of RAO-affected horses.

**Fig 2:**
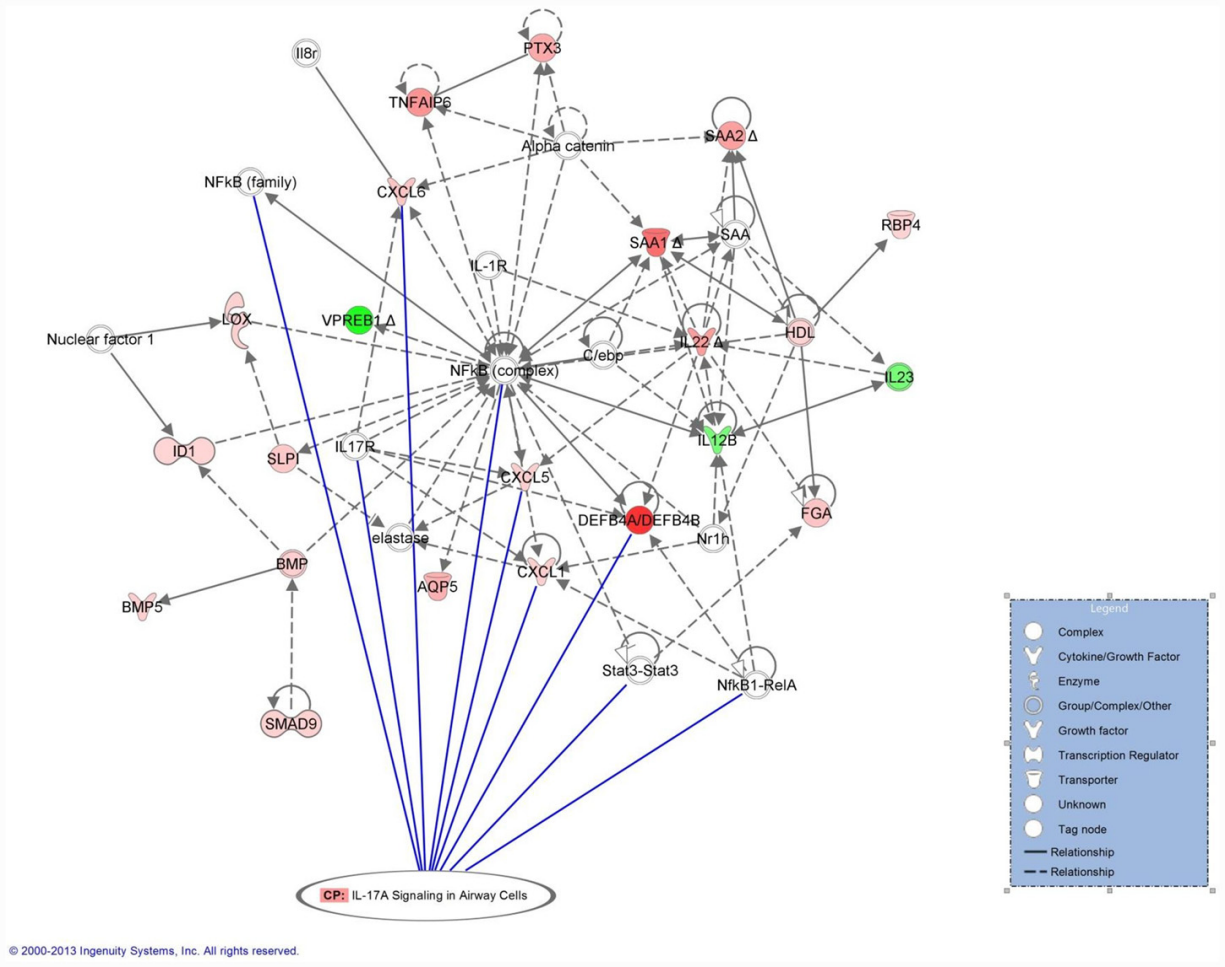
Relationship of the canonical IL-17 pathway to the NF-κB-based network. Following activation of its receptor, IL-17 promotes transcription of many pro-inflammatory genes including CXCL1, CXCL5, CXCL6 and beta-defensin, indicated by the solid lines. (The networks were generated through the use of QIAGEN’s Ingenuity Pathway Analysis (IPA QIAGEN Redwood City, www.qiagen.com/ingenuity).

### Histology of mediastinal lymph node sections

The mean (± SD) eosinophil score for the 6 control horses was 2.0 (± 0.9) and was significantly greater than that of 5 RAO-affected horses (mean = 0.4 ± 0.5; P = 0.007). The average number of pigment-laden macrophages in control horses (1.3 ± 0.8) did not differ from that of the diseased horses (mean = 1.0 ± 0.7). Neutrophils were not prominent in any of the sections but when they occurred, were found only in the RAO-affected horses (mean score = 0.8 ± 0.8; P > 0.05). IL-17 staining was not present in lymph node sections from 3 control horses (scores = 0); in the remaining 3 controls, IL-17 staining intensity was faint (scores = 1). Lymph node sections from the 5 RAO-affected horses had evidence of IL-17 staining (scores = 1, 2, 3, 4, 4). As demonstrated in Fig 3, the intensity of IL-17 staining was significantly greater in tissue sections from the RAO-affected horses (mean score = 2.8 ±1.3; P = 0.01) compared to intensity of staining in the controls (mean score = 0.5 ± 1.1). Overall, the majority of the IL-17 staining was located in the cortical regions of the lymph nodes with lesser staining found in the medullary regions. All horses had a large number of CD3^+^ immunoreactive cells in the lymph node sections, but because of artifact with the frozen tissue processing, neither an adequate comparison between the two groups nor localization of IL-17 to CD3^+^ cells was possible. Because of this difficulty, co-localization of IL-17 to other cells types (e.g. macrophages, neutrophils, B-cells) was not attempted.

**Fig 3:**
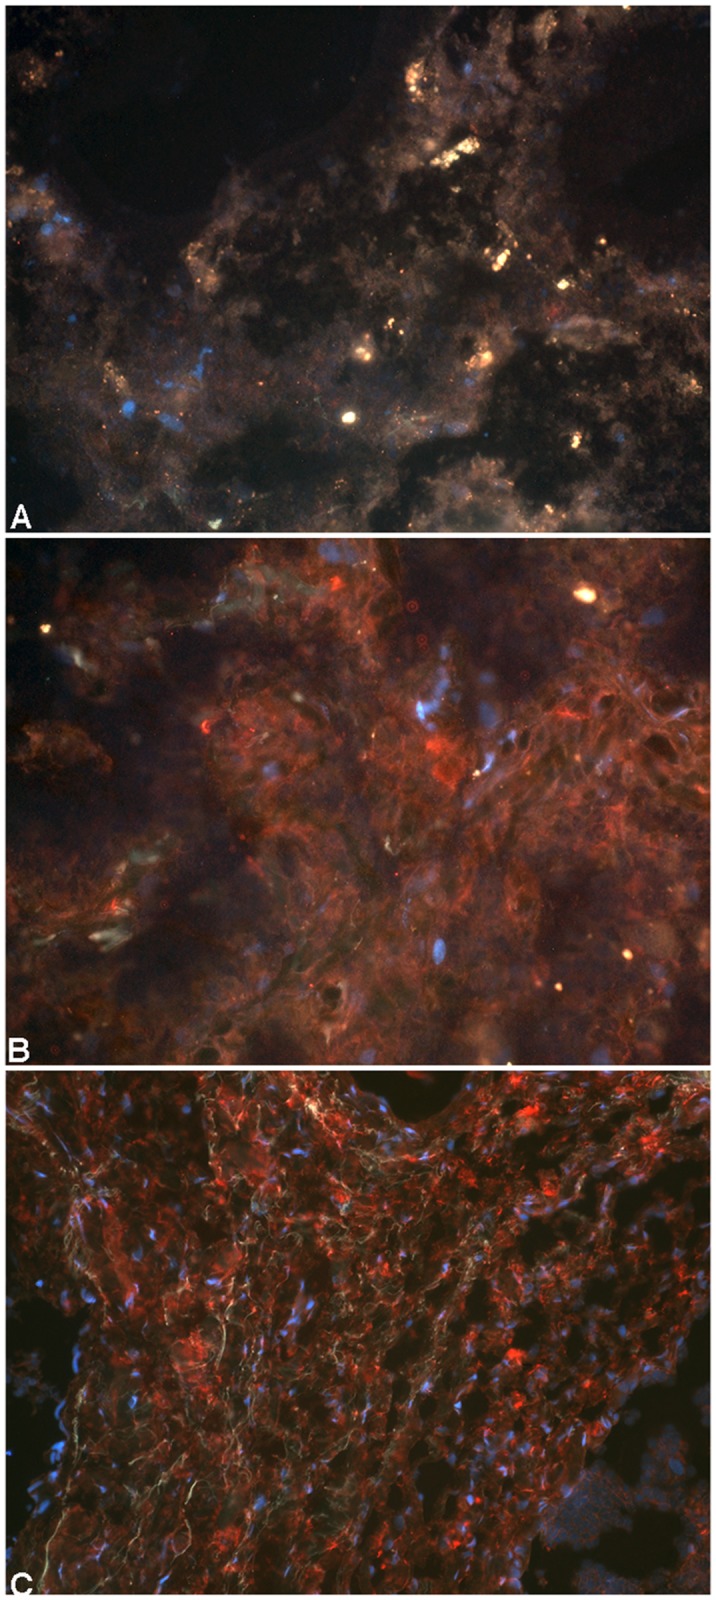
Enhanced IL-17 immunoreactivity in lymph node sections of RAO-affected horses. (A) Lymph node tissue from a control horse shows no evidence of IL-17 immunofluorescence. (B) Lymph node tissue from one RAO-affected horse exhibits widespread extracellular IL-17 immunofluorescence (red staining). (C) Lymph node tissue from another RAO-affected horse exhibits denser, widespread IL-17 immunofluorescence (red). All photomicrographs, 200X, are counterstained with Texas Red and Dapi.

### Cytokine protein expression in lymph node homogenates

Interleukin-17 was detected in all 14 samples. The mean (± SD) fluorescence intensity of the supernatants from the 7 control horses, 2.4 (±0.9) U/mL, was less than the mean fluorescence intensity in the supernatants of the 7 RAO-affected horses of 9.5 (±13.5) U/mL (P = 0.1). Neither IL-4 nor IL-10 was detected in any of the 14 supernatant samples from the lymph node homogenates.

## Discussion

We are unaware of any other studies in which the global gene expression profiles of mediastinal lymph nodes from RAO-affected horses have been examined. In undertaking this investigation, we sought to gain insight into the immunological basis underlying chronic, active RAO in horses. We evaluated transcriptomes of mediastinal lymph node cells as a reflection of the immunological events occurring within the lung. We detected differential expression of at least 219 genes, 189 of which are functionally annotated. Using a network-based bioinformatics approach, we found that many of the differentially regulated genes were associated with inflammatory responses and involved cell-to-cell trafficking and communication. Transcriptome expression, which included an up-regulation of IL-22 and selected CXC-chemokines, coupled with a down-regulation of IL-4, supported the involvement of the IL-17 pathway even though IL-17 mRNA expression itself was not increased in lymph nodes of diseased horses relative to controls. As concurrent increases in IL-17 gene and protein expression do not always occur physiologically [19], we assessed IL-17 protein immunoreactivity in lymph node sections and in supernatants from lymph node homogenates. We found enhanced IL-17 protein staining intensity in tissues and IL-17 protein concentrations in supernatant homogenates from all diseased horses. We were unable to co-localize IL-17 to CD3^+^ cells. Collectively our data suggest that the chronic inflammatory response in horses with RAO involves IL-17 and not IL-4.

### Global gene expression studies in RAO-affected horses

Previous investigators have examined global gene expression profiles of selected tissues of RAO-affected horses. Ramery et al. (2008), using a human microarray (Affymetrix U133 Plus 2.0 GeneChip), assessed transcriptomes of BALF cells obtained from RAO-susceptible horses maintained in a natural challenge environment for at least 7 days. They reported [20] that 3 genes were up-regulated ≥ 4.0-fold in the BALF cells of diseased horses: Tribbles homolog 1 (*Drosophila*,TRIB1); Growth arrest and DNA damage-inducible alpha (GADD45A) and Pentraxin-related gene rapidly induced by IL-1β (PTX3). In our study, these 3 genes were also expressed in the mediastinal lymph nodes but only PTX3 was significantly up-regulated in tissues from the diseased horses (4.3-fold, P = 0.047). Pentraxin, an acute-phase protein, is synthesized by equine macrophages, neutrophils and bronchial epithelial cells [21] in response to infectious and inflammatory stimuli [22]. As a soluble pattern recognition molecule of the innate immune system, PTX3 modulates the severity of the inflammatory reaction and seemingly exerts a “protective” role in murine lung injury models [22]. In RAO-affected horses, it is likely that PTX3 gene expression was up-regulated following exposure to LPS or β-glucans contained within the inhaled dusty hay particulates [23,24]. Ramery (2008) also reported that 10 genes were down-regulated ≥ 4-fold in the BALF cells of RAO-affected horses: RAB6A member RAS oncogene family (RAB6A); Eukaryotic translation initiation factor 5A (EIF5A); Myristoylated alanine-rich protein kinase C substrate (MARCKS); CUG triplet repeat, RNA binding protein 2 (CUGBP2); Zinc finger protein 148 (ZNF148); Signal transducer and activator of transcription 3 (STAT3); SAR1 gene homolog A (*S*. *cerevisiae*; SAR1A); IQ motif containing GTPase activating protein 1 (IQGAP1); RAP2A, member of RAS oncogene family (RAP2A); RAP2B member of RAS oncogene family (RAP2B) and Membrane associated DNA binding protein (MNAB also known as RC3H2). In the present study we failed to detect a significant difference in the expression of these same genes between diseased and control horses, a finding that may reflect the difference in the cell populations evaluated, e.g. BALF cells versus lymph node cells.

Using suppression subtractive hybridization techniques, Lavoie et al. (2012) identified 147 differentially expressed genes in equine peripheral lung biopsies obtained from RAO-affected horses. Although these investigators [25] focused primarily on genes associated with smooth muscle biology and remodeling (14 were differentially expressed), they noted that several genes associated with inflammation were overexpressed in the lungs of diseased horses. These included LTA4H (leukotriene A4 hydrolase, an enzyme which metabolizes LTA4 into LTB4); PGFS (Prostaglandin F synthase, an enzyme that reduces PGD2 and PGH2 to PGF2); PTGDR (Prostaglandin D2 receptor), and CNOT7 (CCR4-NOT transcription complex, a repressor of the retinoid X beta receptor, Rxrb, that forms a heterodimeric complex with the nuclear receptors PPARs—peroxisome proliferator-activated receptor). 

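PGFS measured 13.11 ± 1.35 (SD, n = 7) on the log2 scale in RAO-affected horses and 12.41 ± 0.53 (SD, n = 7) in control horses. The 1.62-fold increase (log2 0.70, SE 0.51) had a two-sided exact permutation p of 0.234, and limma's adjusted p was 0.924. Its log2 difference with slide as a fixed block was 0.88. Leaving out each horse in turn gave 0.35 to 1.03, with an unadjusted p under 0.05 in limma in 1 of 14 fits. CNOT7 was not analysed here.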

In the current study, LTA4H and PTGDR were not assayed and the fold-changes in expression of PFGS and CNOT7 were not statistically significant. In comparing our study with that of Lavoie and colleagues (2012), we noted that none of our top 15 up- or down-regulated genes were differentially expressed in their study (S2 Table). This was especially surprising for IL-8, a chemokine which was up-regulated 5-fold in the current study and has been previously demonstrated to be up-regulated in the bronchial epithelial and BALF cells of RAO-affected horses [6,9,10,26,27,28].

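The 6 IL8 probes were each up-regulated in the lymph nodes of RAO-affected horses, 3.98- to 4.96-fold, and each passed 2-fold and an unadjusted p under 0.05 in limma. In the probe with the highest mean signal, 5 of 7 RAO-affected horses lay above every control horse. Leaving out each horse in turn gave log2 differences from 1.59 to 2.54, all past the unadjusted threshold. Adjusted over all probes tested, none of the 6 passed.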

### Network analysis—NF-κB and IL-17

The pattern of differential gene expression was consistent with an inflammatory disorder centered about NF-κB (Fig 1), a transcription factor that exerts a pivotal role in the regulation of genes involved in the innate and adaptive immune responses, cellular proliferation and apoptosis [29]. Depending upon the specific tissue examined, the NF-κB complex is a hetero- or homodimer consisting of subunits p50, p52, p65/RelA, RelB or c-Rel/Rel. The p65 and p50 subunits are expressed in a variety of cells but c-Rel gene expression is confined to hematopoietic cells and lymphoid tissue [30]. The protypical NF-κB complex consists of the p50/p65 heterodimer except in the bronchial epithelium and BALF cells of RAO-affected horses where the NF-κB complex is comprised predominantly of p65 homodimers [31,32]. 

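Leaving out each horse in turn, the RELA log2 difference between RAO-affected and control horses ranged from -0.05 to 0.32, and its unadjusted p in limma was above 0.05 in all 14 fits. Its single probe was well above background in all 14 horses. REL, which encodes c-Rel, was not analysed here.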

Although we failed to detect significant increases in p65 (RelA) or in c-Rel gene expression in our study, we also did not perform functional assays that would have allowed us to quantitate activation of specific subunits of NF-κB.

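Of 12 IL-17 target genes that the paper names, 8 were located on the array (CXCL1, CXCL6, IL8, IL6, IL1B, TNF, CXCL10 and DEFB4A). As a set they were shifted upward in RAO-affected horses, with a mean log2 difference of 1.05 and a median of 1.07 (limma's camera with an inter-gene correlation of 0.01, two-sided, adjusted p = 7.96e-05 over 3 sets). With slide as a fixed block the adjusted p was 0.000990. The call also held under fry (adjusted p = 0.0439) and under camera with an estimated correlation (adjusted p = 0.0234). Part of this list was chosen by the study on these samples, so the test is not independent evidence.
The genes did not move alike. IL6 differed by 0.35 (two-sided exact permutation p = 0.787), and by -0.23 without RAO-affected horse 8. IL1B was higher by 0.92 (exact permutation p = 0.0594), and by 0.42 to 1.12 with 1 horse left out at a time. For IL1B RAO-affected horse 8, at 14.37, lay above the other 6 (10.16 to 11.51). Without that horse the set had a mean log2 difference of 0.78 and a median of 0.69 (camera, adjusted p = 0.000629). TNF differed by -0.12 (exact permutation p = 0.693), and by 0.04 with slide as a fixed block. CXCL10, saturated on 1 RAO-affected array, differed by -0.76 (exact permutation p = 0.121). The blocked differences were 0.11 for IL6, 0.73 for IL1B and -0.61 for CXCL10. CXCL2, CXCL5, CXCL9 and CCL20 were not analysed here.

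**Figure D4:**
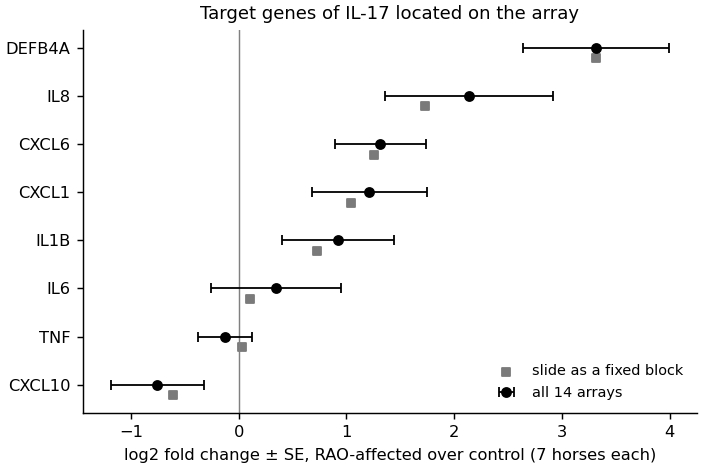
Log2 fold change (RAO-affected over control, 7 horses each) of the 8 located target genes of IL-17, as black points with the SE from limma and grey squares with slide as a fixed block. Over all 14 arrays 6 of the 8 genes lie above 0, and TNF changes sign with the block.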

Network analysis suggested that the inflammatory process was driven, in part, by IL-17 (Fig 2). This cytokine, originally thought to be produced exclusively by a subset of T-helper cells, is now known to be secreted by a variety of cells. In humans, cellular sources of IL-17 include CD4^+^, CD8^+^, γδT cells, NK cells, NKT cells, lymphoid tissue-inducer (LTi) and LTi-like cells as well as granulocytes, macrophages and dendritic cells [33]. Interleukin-17 signals through a receptor complex (IL-17RA/IL17RC) which is expressed on a variety of cells including leukocytes, epithelial cells, endothelial cells, fibroblasts and astrocytes [34]. Receptor activation induces transcription of CXC-chemokines such as CXCL1, CXCL2, CXCL5, CXCL6 and CXCL8 (which promote neutrophil influx) and other pro-inflammatory cytokines like IL-6, IL-1β and TNF-α. Interleukin-6 transcription further amplifies the inflammatory response by activating the acute phase genes [35]. IL-17, alone or in combination with TNF-α, also stabilizes the mRNA of transcribed chemokines, prolonging the inflammatory response [36]. Additional target genes of IL-17 (CXCL9, CXCL10 and CCL20) exert chemotactic activity for lymphocytes, dendritic cells and other immune cells that contribute to the inflammatory response [35].

One of the limitations of our network analysis can be a failure to realize the extent to which gene products internal or external to the proposed network interact with the IL-17 pathway and contribute to the inflammatory process. One such example is IL-22, a member of the IL-10 cytokine family that plays a critical role in inflammation, immune surveillance and tissue homeostasis at mucosal sites [37]. Although IL-22 is co-produced by Th17 cells, IL-22 is also generated by Th22 cells, γδT cells, innate lymphoid cells and alveolar macrophages independently of IL-17 [38,39]. Interleukin-22 activates target cells through a heterodimeric receptor complex comprised of IL-22R1 and IL-10R2 and signals intracellularly through several pathways including STAT1, 3 and 5 [40]. Similar to IL-17, IL-22 also activates the JAK/STAT, ERK, JNK and p38 MAPK pathways with subsequent gene expression [40]. Interestingly, IL-22 exerts pro- or anti-inflammatory functions depending upon the existing cellular and cytokine milieu: In the absence of IL-17, IL-22 protects against lung pathology by increasing airway epithelial cell proliferation, promoting the integrity of the epithelial barrier [37]. In the presence of IL-17, the pro-inflammatory properties of IL-22 are manifested and include synergistic expression of inflammatory cytokines, chemokines and neutrophil recruitment as well as suppression of the anti-apoptotic effects of IL-22 on epithelial cells [37,38]. In the current study, the up-regulation of IL-22 gene expression in the presence of enhanced protein expression of IL-17 suggests that IL-22 was exerting a pro-inflammatory role in RAO.

In contrast, an example of a gene product not shown in the network analysis that likely impacted on the IL-17 pathway and the inflammatory process of RAO is IL-4. Recently Choy and colleagues (2015) reported on their studies of gene expression profiles in endobronchial samples from human asthmatics and from lung samples in a murine model of allergen-induced asthma. They found that gene signature profiles of Th2 (IL-13, IL-4) and Th17 (CXCL1, CXCL2, CXCL3, IL-8, CSF3) immune responses were inversely correlated in these samples suggesting a reciprocal regulation of these two pathways in asthma [41]. 

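In the fit blocked by slide, the IL4 log2 difference between RAO-affected and control horses was -1.07, and leaving out each horse in turn gave values from -1.23 to -0.79, with an unadjusted p under 0.05 in limma in all 14 fits. Limma's adjusted p was 0.874 over all horses and 0.383 with the block. Of the other Th2 cytokines, IL5 differed by -0.01 (two-sided exact permutation p = 0.959), with 9.68 ± 0.29 (SD, n = 7) in RAO-affected and 9.69 ± 0.33 (SD, n = 7) in control horses. IL10, which the immunoassay also covered, differed by -0.08 (exact permutation p = 0.504). The blocked differences of IL5 and IL10 were -0.09 and -0.10. IL13 was not analysed here.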

In the current study, there was a significant down regulation of IL-4 gene expression concurrent with a lack of detectable IL-4 protein in lymph node samples of the diseased horses. This finding suggests the existence of a similar reciprocal regulation of the Th2 and Th17 pathways in chronic RAO.

IL-17 producing cells are typically positioned at mucosal interfaces where they exert a critical function in the killing of extracellular bacteria. The cytokine is also linked to the pathogenesis of autoimmune disorders—rheumatoid arthritis, psoriasis, and systemic lupus erythematosus [35]—as well as inflammatory disorders such as neutrophilic asthma and chronic obstructive pulmonary disease [42,43]. In healthy humans, pulmonary instillation of endotoxin results in a significant increase in the number of IL-17 producing CD4^+^ cells in the airways as well as an increase in the IL-17 protein concentrations in the BALF [44]. Agricultural workers involved in cattle and swine farming operations exhibit a higher percentage of T-cells expressing IL-17 and IFN-γ in the peripheral blood suggesting that agricultural dust exposure causes a polarization of the T-cell responses towards a Th-17 response [45]. In a murine model of agricultural (occupational) asthma, repetitive nasal instillation of organic dust extract derived from animal farming operations increased IL-17, IL-1β and IL-6 protein concentrations in lung homogenates as well as induced a neutrophilic infiltrate in the lungs [45].

Although IL-17 involvement in certain pulmonary inflammatory responses has been established, few studies have examined the concurrent cytological or gene-expression responses in the draining (mediastinal) lymph nodes during these conditions. In a murine model of chronic asthma induced by ovalbumin exposure, Lee (2013) reported a significant increase in the percentage of Th17 cells in both the lymph node and lungs of affected mice. Interestingly, this cellular response exceeded the percentage change in Th1 or Th2 cells in those same tissues [46]. Unfortunately, global gene expression profiles of the mediastinal lymph nodes were not reported making it difficult to discern whether the augmented Th17 response in the lymph node also contributed to an inflammatory gene expression profile in the lymph nodes. In a murine model of sterile inflammation induced by photodynamic treatment of induced-tumors, increased intracellular IL-17 staining and increased numbers of Th17 cells were documented in the draining axillary and brachial lymph nodes of tumor-bearing mice. Interestingly, lymph nodes from the affected mice displayed a neutrophilic infiltrate which the investigators attributed to an interaction of the CCR2 on the neutrophil with its ligand, CXCL2, the latter being induced by IL-17 and IL-1β expression [47]. In the current study (an equine model of “sterile pulmonary inflammation”) we did not observe a significant neutrophilic infiltrate in the mediastinal lymph nodes of diseased horses despite strong IL-17 staining intensity. Although this finding requires further investigation, one plausible explanation is that the circulating neutrophils failed to express CCR2 which would have allowed them to interact with the up-regulated CXCL2 and infiltrate into the lymph node tissue. This was supported by our finding that the expression of CCR2 was not significantly altered in the RAO-affected horses (1.1-fold change, P = 0.551). 

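CCR2 measured 8.75 ± 0.46 (SD, n = 7) on the log2 scale in RAO-affected horses and 8.61 ± 0.41 (SD, n = 7) in control horses. The 1.11-fold difference (log2 0.15, SE 0.23) had a two-sided exact permutation p of 0.548 and was smaller than the SD of either group. With slide as a fixed block the log2 difference was 0.26, and leaving out each horse in turn gave 0.03 to 0.27. A second CCR2 probe, well above background in 4 control and 2 RAO-affected horses, also gave 0.03. The arrays measured lymph node tissue, not circulating neutrophils. CXCL2 was not analysed here.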

Additional studies are warranted to ascertain the cellular source of IL-17 in the pulmonary lymphoid tissue of horses with RAO.

In conclusion, based upon analysis of global gene expression profiles, immunohistochemical staining of mediastinal lymph nodes and immunoassay of lymph node homogenates isolated from horses with chronic RAO, we provide data suggesting that one component of the chronic inflammatory response of RAO involves IL-17. Understanding the temporal involvement of IL-17 in the progression of this disease may encourage the development of new therapeutic approaches for management of RAO in horses and occupational asthma in humans.

## Supporting Information

S1 Table Sequences of primer pairs used in RT-PCR analysis. (DOCX) Click here for additional data file.

S2 Table Identification and functional classification of differentially expressed genes in mediastinal lymph node tissues of horses with RAO as compared to control horses. (DOCX) Click here for additional data file.

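The copy of Table S2 read here held 218 genes, 164 listed as up-regulated and 54 as down-regulated, and 28 of them (22 up-regulated and 6 down-regulated) could be located on the array by symbol. In limma 27 of these 28 differed in the listed direction, the exception being TP53I11, and 21 passed 2-fold and an unadjusted p under 0.05. With slide as a fixed block 27 again had the listed direction and 16 passed. Because the study chose the list on these arrays, no p is given for these counts.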

S3 Table Fold-change (RAO:control) in expression of 10 genes measured by RT-PCR and microarray assays. (DOCX) Click here for additional data file.

# Supplementary material for: Differential Gene Expression Profiles and Selected Cytokine Protein Analysis of Mediastinal Lymph Nodes of Horses with Chronic Recurrent Airway Obstruction (RAO) Support an Interleukin-17 Immune Response
**Source:** PLoS One. 2015 Nov 12;10(11):e0142622. doi: 10.1371/journal.pone.0142622
**Supplement:** S1 Table

**Table S1. Sequences of primer pairs used in RT-PCR analysis**

| **Primary Accession No.** | **Gene** | | **Forward 5’ → 3’** | **Reverse 5’→ 3’** |
| --- | --- | --- | --- | --- |
| NM_001083951 | IL8 | Interleukin-8 | GCTTTCTGCAGCTCTGTGTG | AAGGTTTGGAGTGCGTCTTG |
| ENSECAT00000007775 | DEFB4A | Beta defensin 3 | TCTCCTTGTGTTCCTCGTTG | TGACCCTGGAAGGCACTTAG |
| NM_001081928 | CALCB | Calcitonin-related polypeptide beta | TGAAGGCATATGTGCAGAGG | ATCTCTTCTGGGCAGTGAGG |
| ENSECAT00000020379 | CD163 | Hemoglobin scavenge receptor | TCAGTGCCTGTTTGATCACC | TCCTGGACTTTCACCTCCAC |
| AY246746 | PRG4 | Proteoglycan 4 | CACACACCATCCGAATTCAC | AACCGTATCGGGAAGTCCTC |
| ENSECAT00000024801 | TP53i11 | Tumor protein p53 inducible protein 11 | CAGTTCTTGGTGGTCACTGC | TTCGGCCGACTTGGTAATAG |
| AF053497 | CXCL1 | Chemokine (C-X-C motif) ligand 1 | GAACATCCAGAGCGTGAAGG | GGGCTTCAGGATTGAGACAAG |
| NM_001081886 | CXCL6 | Chemokine (C-X-C motif) ligand 6 | AGAGAACTGCGTTGCATGTG | GGGTCCAGACAGACTTCCTTC |
| ENSECAT00000019533 | IL17A | Interleukin-17 | CAGATCCAGCCCTTCTTCAG | ACCCACAGCGGCATATAGTC |
| ENSECAT00000014744 | RELA | NFκB subunit p65 | GTCGCCTGTCCTTTCTCATC | TGTCCTCTTTCTGCACCTTG |

# Supplementary material for: Differential Gene Expression Profiles and Selected Cytokine Protein Analysis of Mediastinal Lymph Nodes of Horses with Chronic Recurrent Airway Obstruction (RAO) Support an Interleukin-17 Immune Response
**Source:** PLoS One. 2015 Nov 12;10(11):e0142622. doi: 10.1371/journal.pone.0142622
**Supplement:** S2 Table

**Table S2. Identification and functional classification of differentially expressed genes in mediastinal lymph node tissues of horses with RAO as compared to control horses.**

# Supplementary material for: Differential Gene Expression Profiles and Selected Cytokine Protein Analysis of Mediastinal Lymph Nodes of Horses with Chronic Recurrent Airway Obstruction (RAO) Support an Interleukin-17 Immune Response
**Source:** PLoS One. 2015 Nov 12;10(11):e0142622. doi: 10.1371/journal.pone.0142622
**Supplement:** S3 Table

**Table S3. Fold-change (RAO:control) in expression of 10 genes measured by RT-PCR and microarray assays**

| **Gene** | | **RT-PCR** | **Microarray** |
| --- | --- | --- | --- |
| DEFB4A | Beta defensin 3 | ↑ 11.6 | ↑ 10.4 |
| CALCB | Calcitonin-related polypeptide beta | ↓ 1.3 | ↓ 3.2 |
| CD163 | Hemoglobin/haptoglobin receptor scavenger | ↑ 19.2 | ↑ 7.4 |
| CXCL1 | Chemokine (C-X-C motif) ligand 1 | ↑ 2.3 | ↑ 2.4 |
| CXCL6 | Chemokine (C-X-C motif) ligand 6 | ↑ 2.5 | ↑ 3.0 |
| IL8 | Interleukin-8 | ↑ 7.7 | ↑ 5.1 |
| PRG4 | Proteoglycan 4 | ↑ 13.4 | ↑ 6.4 |
| RELA | V-rel avian reticuloendotheliosis viral oncogene homolog A (NFκB p65) | ↑ 1.3 | ↑ 1.4 |
| TP53i11 | Tumor protein p53 inducible protein 11 | ↓ 1.2 | ↓ 3.1 |
| IL17 | Interleukin 17 | ↑ 1.1 | ↑ 1.1 |

How the deposited data were processed for this re-analysis (not part of the article)

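The authors deposited 1-colour Agilent scanner output for 14 arrays, in which the intensity of each spot had been background-subtracted by Feature Extraction 10.5.1.1 and not scaled between arrays. They also deposited a value table in which each value is a ratio of the quantile-normalized signal to the probe's median over the arrays. The intensities were analysed, and the ratio table served as an alternative. Control spots and spots marked by Feature Extraction as uneven or as outliers were left out, spots of the same probe were averaged, and log2 values were quantile normalized in limma. Probes well above background on at least 4 of 14 arrays were tested with limma (lmFit and eBayes, two-sided, Benjamini-Hochberg adjustment over the probes tested), RAO-affected against control horses, unpaired. A single gene at a claim also has an exact two-sided permutation test of the group labels.

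Probes were named through the gene table of the horse reference assembly and the accessions of Table S1, and a gene with several probes was represented by the probe with the highest mean log2 signal. Genes whose probes were not named this way were not analysed here. Each comparison was repeated with 75th percentile scaling, with normexp background correction (offset 50, on median spot signals), with no filter, with filters at 7 and at all 14 arrays, with slide as a fixed block, with array weights, with the ratio table, with the methods' t-test unpaired and over 100 random pairings, with the mean over a gene's probes, and without each horse in turn. These alternatives were chosen before the data were examined, and 1 more, without slide 1, was chosen after seeing the data.

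The genes named in the text are those the paper names, the 10 named probes with the largest increase and the 10 with the largest decrease past 2-fold and an unadjusted p under 0.05 (as fewer than 10 passed after adjustment), and the genes of the lists used for set tests. Those lists were the IL-17 target genes and the Th17 signature that the paper's text names, Th2 genes, and macrophage markers, tested with limma's camera (inter-gene correlation 0.01), with fry and with camera at an estimated correlation. Lists with fewer than 3 located genes were not tested, a minimum chosen after seeing which genes could be located. These were the lists for Th17 and Th1 genes, for 12 of 13 cell types and for proliferation. The 28 located genes of the paper's own list were also adjusted over the list alone.

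Single horses far from their group were found with Dixon's ratio of the gap to the nearest horse over the range (above 0.568 for 7 horses). Counts of changed probes were compared with 100 splits of the arrays into 7 and 7, the real one included, drawn from 1716 possible ones. A simulation with known changes tested the fit. Analyses used R 4.3.3, limma 3.58.1, data.table 1.17.8, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.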

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

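The tests of slide 1 against single-spot faults and against its lower background, of PTGES changing little, of a property of RAO-affected horse 4 alone in IL1R1 and TNF, and of the slide 1 shift in CD14, CD2 and SAA, were chosen only after the results were seen. In 13 of 111 groups of 7 horses, 1 horse lay far enough from the others for Dixon's ratio to pass its 95% limit. Chance passes it in about 1 in 20 groups, or 5.55 of 111.

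RAO-affected horse 8 was highest for IL1B (ratio 0.679, log2 signal 14.37), IL6 (0.669, 14.22 against 9.57 to 11.11) and MMP1 (0.582, 16.11). RAO-affected horse 4 was highest for CD2 (0.742, 15.23 against 13.00 to 13.57), IL1R1 (0.752, 9.34) and TNF (0.586, 10.90 against 9.54 to 10.10). RAO-affected horse 12 was lowest for DEFB4B (0.586, 14.27 against 15.25 to 15.95). Among control horses, horse 5 was highest for CD14 (0.612, 15.80 against 13.45 to 14.36) and SAA (0.656, 10.36), horse 3 was lowest for PTGES (0.889, 15.42 against 16.06 to 16.14), horse 7 was highest for FCER1A (0.618, 14.09 against 10.87 to 12.10), and horse 9 was highest for IFNG (0.692, 9.76 against 9.03 to 9.26) and lowest for EQMHCC1 (0.826, 9.23 against 14.77 to 15.94).

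Noise of a single probe is argued against where a gene had other probes. Apart from PTGES, the same horse was the extreme of its group in 14 of 14 other probes of 5 genes (100%), and the ratio passed its limit in 9 of the 14. For PTGES in control horse 3, the probe with the highest signal was saturated on 12 of 14 arrays, and in 0 of its 4 other probes did horse 3 lie as far from the other control horses. Saturation of the brightest probe, which narrows the range of the other horses, is therefore a candidate explanation for this gene. The 2 DEFB4B probes were saturated on 3 and 2 RAO-affected arrays. In the second, the ratio of RAO-affected horse 12 was 0.486, below the limit. Saturation therefore stays open for DEFB4B as well.

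Of the 13 horses and genes, 6 involved slide 1, which holds 3 of the 14 arrays. In 3 of these 6 (IL1R1, PTGES and TNF), the slide's other 2 arrays lay on the same side of their groups' median, against 1.5 expected. For TNF (10.80 to 10.90 against 9.54 to 10.10) and IL1R1 (9.13 to 9.41 against 7.16 to 8.24), all 3 arrays of slide 1, 2 of them from control horses, lay above the 11 arrays of the other slides. This argues against a property of RAO-affected horse 4 alone for these 2 genes. For CD2, CD14 and SAA, 0 of the 6 values of the slide's other 2 arrays lay past the range of their own group on the other slides. This argues against a shift shared by slide 1 for these 3 genes. A difference between individual horses, including how severely each RAO-affected horse was inflamed, was not tested and stays open for the genes other than TNF and IL1R1.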

How the results depend on the processing

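The fit without slide 1, and the tests of the other splits of the arrays for the 570 probes, for the blocked count and for the adjusted count, were chosen only after the result was seen. The count of changed probes (570; 426 up-regulated, 144 down-regulated) was 262 (230 up, 32 down) with normexp, 299 (245 up, 54 down) with the filter at all 14 arrays, 848 (650 up) with array weights, a median of 279.5 up-regulated and 95 down-regulated over random pairings, and 1112 (879 up, 233 down) without slide 1. It was 575, 614, 508, 544, 565 and 490 with 75th percentile scaling, no filter, the filter at 7 arrays, slide as a fixed block, the ratio table and the methods' t-test, unpaired. Of the 570 probes, 257 were also called with normexp, 465 with array weights and 479 without slide 1. Leaving out 1 horse gave 388 (without RAO-affected horse 14) to 1120 (without RAO-affected horse 4), with 258 to 703 up-regulated and 107 to 417 down-regulated. Without RAO-affected horse 4, slide 1 held only control horses, so its shift entered that unblocked count. The share of up-regulated probes was 87.8% with normexp and 74.7% with the deposited background subtraction. The causes were not tested.

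No probe passed the adjusted threshold under limma in any of these fits (0 calls, against 262 to 1120 at 2-fold and an unadjusted p under 0.05), the smallest adjusted p over the limma alternatives being 0.0837 (without control horse 5) to 0.999 (without RAO-affected horse 8). The methods' t-test gave 0 unpaired and at most 1 over random pairings.

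The set test of the Th17 signature gave an adjusted p of 0.0642 under fry, against 0.000218 to 0.0471 under the other alternatives. The calls of the other 2 sets held in every alternative run.

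The sign reversed for PTGES at the 75th percentile (-0.0215) and without slide 1 (-0.00553), IL17A without slide 1 (-0.00887), TNF with slide as a fixed block (0.0356) and without slide 1 (0.0153), and TP53I11 with normexp (-0.0120) and as the mean over its probes (-0.58). Leaving out 1 horse reversed the sign of 10 genes, over log2 ranges of -0.12 to 1.02 for C14H5orf46 (lowest without RAO-affected horse 2), -0.26 to 0.34 for CD68 (RAO-affected horse 4), -0.0463 to 0.40 for DCN (control horse 13), -0.34 to 0.25 for IL17A (RAO-affected horse 8), -0.0809 to 0.0906 for IL5 (highest without control horse 7), -0.23 to 0.54 for IL6 (RAO-affected horse 8), -0.0108 to 0.11 for PTGES (control horse 3), -0.0515 to 0.32 for RELA (RAO-affected horse 2), -0.28 to 0.00311 for TNF (highest without control horse 5) and -0.22 to 0.36 for TP53I11 (RAO-affected horse 14). None of these genes passed the unadjusted threshold in limma over all 14 horses. Of 56 named genes, 9 lost an unadjusted p under 0.05 and 1 gained it with slide as a fixed block, 8 lost it over random pairings, 3 with the methods' t-test and 1 with normexp. With array weights 2 lost and 2 gained it, and no gene tested changed its call or sign with no filter, with the filters at 7 and 14 arrays or with the ratio table.

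Over all splits, chance cannot be excluded for the 570 probes (25 of 100 splits gave as many), for the blocked count (10 of 100, and 5 of 100 when arrays were regrouped within slides), for the share up-regulated (18 of 100) or for the direction of Table S2 genes (16 of 100). Of those 25, 23 were the splits that placed the 3 arrays of slide 1 on 1 side, all of which gave at least as many probes, and the blocked count is 544. Among the 77 splits that parted slide 1 as the real one does, 2 gave as many (median 135), and 7 in the blocked fit. Whether chance can be excluded for these counts therefore depends on how slide is treated. Few splits matched the count without slide 1 (2 of 100), a fit chosen after seeing the data, and the set tests of the IL-17 target genes (1 of 100), the Th17 signature (3 of 100) and the macrophage markers (1 of 100). These lists contain genes that the paper reports as changed on these arrays, so the low numbers are not independent evidence against chance. Every split matches the adjusted count of 0 by construction (100 of 100), so that comparison decides nothing.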

Differences from the paper's values

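In this part the fit without slide 1 and the look at single probes of PTGES, RBP4 and TP53I11 were chosen only after the result was seen. The paper's array held 14307 probes, and the deposited arrays hold 43603. The paper counts 219 genes changed at least 2-fold at a P under 0.05, 165 up-regulated and 54 down-regulated. Here 570 probes changed at an unadjusted p under 0.05, 426 up-regulated and 144 down-regulated. Of the alternatives set before the data were examined, normexp (262 probes, 230 up-regulated) and the filter at all 14 arrays (299 probes, 245 up-regulated) came within 1.5 times of the paper's total and up-regulated counts, and the filter at all 14 arrays (54 probes) of its down-regulated count. The other probe counts did not. Counted as accessions, 351 changed, and the alternatives within 1.5 times of the paper's 219 were the filter at 7 arrays (307), the filter at all 14 arrays (173), the methods' t-test, unpaired (301), and the fits without control horse 3 (321), 7 (326), 11 (300) or 13 (292) and without RAO-affected horse 8 (271) or 14 (249). Normexp (144) was not among them, and accessions were not counted for the random pairings.

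The paper's fold-change for PTGES is 2.09, and 1.06 was found here, with no alternative within the paper's value by the spread between horses, the nearest being the mean over the gene's probes (1.73). The probe used was saturated on 12 of 14 arrays. The gene's 4 unsaturated probes, looked at after the values were seen, gave 1.81- to 2.07-fold, and 2 of them passed 2-fold and an unadjusted p under 0.05. For TP53I11 the paper's value is -3.06 (negative for down-regulated) and 1.07 was found here. Of the alternatives, only the mean over the gene's probes (-1.50) came within the spread between horses of the paper's value. Looked at singly, 1 of its probes was 3.28-fold lower in RAO-affected horses, but was well above background in only 1 of them. The other 4 ran from 1.68-fold lower to 1.07-fold higher. The paper's p for RELA is 0.09, limma gave 0.654 unadjusted, and the alternatives ran from 0.218 to 0.943.

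Table S2 lists the genes the paper counts as changed. Of the 28 that were located, 21 passed 2-fold and an unadjusted p under 0.05 here and 7 did not. IL4 was down-regulated 1.98-fold. It passed both limits with slide as a fixed block, with array weights, as the mean over its probes, without control horse 1, 5, 9 or 13, without RAO-affected horse 6, 8 or 10, and without slide 1, a fit chosen after seeing the values. KIR3DL was down-regulated 1.84-fold and passed with array weights, as the mean over its probes, without RAO-affected horse 4, and without slide 1, again chosen after seeing the values. PTGS2 was up-regulated 1.99-fold and passed without control horse 7, 9 or 11 or RAO-affected horse 4. RBP4 (1.66-fold), C14H5orf46 (1.52-fold), PTGES and TP53I11 passed in no alternative, although 2 unsaturated probes of PTGES, 1 of RBP4 and 1 of TP53I11 passed singly.

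IL1R2, which the paper reports as unchanged at its threshold, had an unadjusted p under 0.05 in limma, and in 4 of 14 fits that left out 1 horse. It was not under 0.05 with slide as a fixed block or with the methods' t-test, unpaired or over random pairings. No probe passed a corrected p in limma, whereas the paper's network analysis selected genes by a corrected p.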

Other observations

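The tests of noise of single probes, of normalization and the share up-regulated, of slide 1, of labels exchanged with control horse 5, of Table 1 genes in RAO-affected horse 4 and of saturation in PTGES were chosen only after the result was seen. Slide 1 differed from the other slides at 9051 of 38726 probes (23.4%; 4975 higher, 4076 lower) at 2-fold and an adjusted p of at most 0.05, in limma without group in the model. Among the other 11 arrays, the same comparison of 1 slide with the other 2 gave 0, 0 and 470 probes for slides 2, 3 and 4 (547, 697 and 953 at an unadjusted p under 0.05). Over 7130 transcripts with several probes, the intraclass correlation of the slide 1 difference was 0.841, which argues against faults of single spots or probes. Among the 9682 brightest probes, 1037 differed (422 higher, 615 lower), which argues against the lower background of slide 1 as the whole cause. A difference between scans or hybridization batches may explain the shift, and the 3 horses themselves stay open, since no horse was on 2 slides.

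The 570 changed probes were paired with other probes of the same transcripts (1512 pairs, in which a probe can recur). The other probe changed in the same direction in 99.2% of the pairs and was also called in 71.3%, which argues against noise of single probes. It does not argue against chance in which horses fell into which group, since all probes of a transcript share the horses. More probes were up-regulated than down-regulated also at the 75th percentile (77.9%), which argues against quantile normalization as the cause of the imbalance. What stays open is RAO itself, chance among 14 horses, and the cell composition of the lymph nodes. Whether composition explains these counts was not tested. In sections from some of the horses, the paper reports lower eosinophil scores in RAO-affected horses and no difference in pigment-laden macrophages.

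Without RAO-affected horse 4 the count rose from 570 to 1120 probes (1.96 times), and from 544 to 1145 (888 up-regulated, 257 down-regulated; 2.10 times) with slide as a fixed block, which argues against an additive shift of slide 1 as the cause, since the block removes it. Without this horse slide 1 holds only control horses, so the blocked fit is in effect the one without slide 1 (1112 probes), and the rise does not separate this horse from the rest of slide 1. Each horse was placed on a scale where the control level is 0 and the RAO-affected level 1, over the probes called without that horse. RAO-affected horse 4 lay at -0.0845, against 0.20 to 1.32 for the other RAO-affected horses and -0.01 to 0.82 for the control horses. Slide was a fixed block in the fit and on this scale, which removes an additive slide 1 shift. Because slide 1 then held only control horses, the position of horse 4 is its distance from those control horses alone. A slide 1 shift of another kind was not tested and stays open. A wrong group label may also give this position. Other values go against it, since of the 6 genes of Table 1 that were located, this horse lay above every control horse in 2, DEFB4A (14.92) and CD163 (12.98), against 4 to 6 genes in each other RAO-affected horse. It was also above every control horse for DEFB4B (15.70) and highest of all 14 for MMP9 (15.72). Table 1 and DEFB4B were chosen on these arrays with this horse counted as RAO-affected, so their values are not independent evidence on its label. RAO-affected horse 4 was thus not without an RAO response in these genes. A wrong label cannot be told apart from a horse that shows only part of the response. Control horse 5, on the same slide, lay at 0.82, a value set against the slide's other arrays with horse 4 taken as RAO-affected. If horse 4 lay at the control level, this would raise the 0.82, so the 2 positions are not separate observations. An exchange of labels with control horse 5 needs that horse to stand above both others of the slide. On the probes called without slide 1 it stood above the higher of them by 0.25 of the difference between the groups. Within slide 1 the RAO-affected minus control difference was -0.09, against 0.44 to 0.47 in the other slides. With 3 arrays on the slide, an exchange cannot be told apart from a horse with part of the response. The labels were kept as deposited in every analysis.

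The 4 probes of PTGES other than the saturated one were higher in RAO-affected horses by log2 differences of 0.86 to 1.05 (1.81- to 2.07-fold), so saturation of the brightest probe is a candidate explanation for the small change in that probe.

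The Th17 signature that the paper's text takes from earlier work (CXCL1, IL8 and CSF3 located, of 5) had a mean log2 difference of 1.42 (camera, adjusted p = 0.000624; 0.0642 under fry and 0.0471 at an estimated correlation). With slide as a fixed block the mean was 1.17 (adjusted p = 0.00780). Without RAO-affected horse 8 it was 0.93 (adjusted p = 0.00393), and CSF3 differed by 0.25 in place of 0.90. The macrophage markers (CD68, CD163 and CD14 located, of 10) had a mean of 1.25 (camera, adjusted p = 7.96e-05; 0.0275 under fry and 0.0234 at an estimated correlation), and of 1.37 with the block (adjusted p = 6.04e-05). CD163 rose by 2.61 and CD14, saturated on 1 RAO-affected array, by at least 1.11. CD68 differed by 0.04, by 0.28 with slide as a fixed block and by 0.27 without slide 1, in a probe saturated on 1 array of each group, so its difference is not exact. The Th2 genes were tested only with no filter (IL4, IL5 and IL9 located, of 10), with a mean of -0.45 (camera, adjusted p = 0.143).

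If Th2 and Th17 responses opposed each other within a horse, IL4 would fall as CXCL1, IL8 and CSF3 rise. After centring on the group means, IL4 and the mean of these 3 genes had a Pearson r of 0.10 over 14 horses (permutation p = 0.719, adjusted p = 0.732 over 4 relations; Spearman rho 0.12), 0.21 without the 2 farthest horses and 0.01 with slide and group removed. The r was 0.31 in RAO-affected and -0.15 in control horses. Without centring, which leaves the difference between the groups in, r over 14 horses was -0.24 (permutation p = 0.417, adjusted p = 0.732, Spearman rho -0.25). With 14 horses and IL4 near the detection limit, an opposed relation cannot be told apart from none.

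EQMHCC1, a histocompatibility gene, was lower in RAO-affected horses by a log2 difference of at least 2.83, since its probe was saturated on 2 control arrays (11.67 ± 2.45 against 14.50 ± 2.37, SD, n = 7; exact permutation p = 0.0455), which had an unadjusted p under 0.05 in 5 of 14 fits that left out 1 horse. The difference was -2.41 with slide as a fixed block and no longer past that threshold. The EQMHCC1 values lay at levels far apart. Control horse 9 and RAO-affected horses 6, 8 and 12 lay at 8.93 to 9.79, and RAO-affected horse 4 at 11.71. The remaining horses of both groups lay at 14.01 to 15.94. The mean difference thus rests on which horses were low in a single probe, and the cause was not tested. Among other named genes, LMNA (log2 difference 1.11, exact permutation p = 0.00117), LUM (at least 1.51 with 6 RAO-affected horses in a probe saturated on 3 RAO-affected arrays, exact permutation p = 0.00466, and 1.74 to 1.79 in its 5 unsaturated probes), SELP (1.64, exact permutation p = 0.00932), BCHE (1.97, exact permutation p = 0.0105) and MMP9 (1.32, exact permutation p = 0.0204) were higher. With slide as a fixed block these differences were 0.99, 1.50, 1.52, 1.91 and 1.36.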
